A study of Mus musculus with 8 samples.

How the data were processed

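Retinal cells of mice at 1, 3 and 6 months of age were profiled by single-cell RNA sequencing, from wild-type (WT) animals and from Spata7 knockout (KO) animals, with 1 library per genotype and age. Chromatin accessibility was profiled by single-cell ATAC sequencing in 1 WT library at 7 months and 1 KO library at 6 months. Per the labels, every animal was male and WT animals were of the C57BL/6J strain. The labels name no replicates, and no group had a second library.

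Per the labels' protocols, live cells or nuclei were dispensed on nanowell chips of the ICELL8 system with 5184 wells, wells that held a single cell or nucleus were chosen by imaging, and libraries enriched for the 3′ ends of transcripts were made with well barcodes. The ATAC libraries were made on the Chromium system, per the labels' protocols. The deposited tables hold raw counts of sequencing reads per Ensembl gene ID and well, not scaled by the authors as far as the values show. The median of the values above 0 was between 8 and 18 per library, and 13.0 to 20.7% of those values equalled 1, so the counts were treated as reads that were not collapsed to molecules. The aligner, genome build, annotation, counting tool, use of molecular identifiers and cell filter were not stated in the labels. Per the file headers, the deposited ATAC files list peaks with chromosome, start, end, annotated genes, distance to them in base pairs and peak type, with no height or score. Their genome build, peak caller and threshold were not stated, so coordinates are printed as the lists give them.

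The RNA tables held 43628 gene IDs, of which 42461 matched a symbol and 1167 did not. Wells with at least 300 detected genes and at most 30% mitochondrial reads were kept, which left out 1 of 3747 wells. Counts were scaled to 10000 per cell and log-transformed in scanpy 1.11.5 (anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python 3.11.15). The 2000 most variable genes were chosen with the library as batch, without mitochondrial genes and without the members of the 5 fixed gene lists. Clusters came from 30 principal components, 15 neighbours and Leiden clustering at resolution 1 (igraph 0.11.9, seed 1). A cluster was named from fixed marker lists when at least 3 markers of a class were detected in at least 10% of its cells and its 10 leading genes against the cells of other classes held no more markers of another class than of its own. Folds between clusters were taken after adding 0.2 counts per 10000. These last settings of the naming rule were chosen after the clusters were seen. The classes are called rod-like, Müller-like and so on. The rule also required at least 10 cells, so a cluster of 6 cells stayed unnamed. In it 20 rod markers were detected and its leading genes held 0 markers of another class. A cluster of low depth for its libraries and without own markers among its leading genes was to stay unnamed too. That condition applied to no cluster of the main setting. No doublet caller was run. As an alternative, rod-like wells with 3 or more detected markers of 1 other type were left out.

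Reads were summed over the cells of each class in each library, and CPM (counts scaled by the total reads of that class in that library, as edgeR's cpm does) were taken. Ratios are log2(KO/WT) of CPM plus 1. Sums carry exact 95% Poisson intervals and shares of cells carry exact 95% binomial (Clopper-Pearson) intervals. A count of 0 was given the limit of 3 counts. These intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules, and they do not cover variation between animals. The background of RNA from other cells was estimated per library as a mixing share: the level of the 20 rod markers in bipolar-, Müller- and amacrine-like cells as a percentage of their level in the pool of all cells, median over markers.

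Genotype effects averaged over the ages were tested with edgeR 4.0.16 (quasi-likelihood fits, TMM scaling, filterByExpr, age as factor plus genotype) in rod-, bipolar- and Müller-like cells, at a false discovery rate of 0.05, in R 4.3.3. Libraries with fewer than 10 cells of a class were left out of its fit. A second rod fit tested the interaction of genotype with age in months. The rod and bipolar fits had 2 residual degrees of freedom among libraries and the Müller fit had 1, so differences between ages enter the spread. The edgeR p-values also draw on a spread shared over the genes. They therefore do not rest on a gene's own few degrees of freedom alone. Shares of cells were compared over the 3 ages with an exact two-sided permutation test that swapped genotypes within age. It has 8 arrangements and cannot give a p below 0.25. With 3 libraries against 3 there are 10 splits, so no count of splits can show a share below 0.1. DESeq2 1.42.0 and limma 3.58.1 served as alternatives. On simulated data with 200 changed genes (log2 change of 3, or of 1 per month for the slope) and a dispersion of 0.05, the fits recovered 97.5% of them in rods, 96.5% for the slope, 95.5% in bipolar-like cells and 83% in Müller-like cells. At the dispersions estimated from the libraries (0.824, 0.877, 1.11 and 1.41) they recovered 0% in each of the 4 fits.

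The 5 gene lists covered phototransduction, markers of other retinal neurons and of Müller glia, chromatin regulators and cellular stress (in rod-like cells), and reactive gliosis (in Müller-like cells). Each list's median log2 ratio was set against 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean expression among genes with a mean CPM of at least 1. Such a percentile is a description of these libraries and not a test over animals. For a list, a mean over the ages is the median over its genes of each gene's ratio averaged over the ages. It can differ from the mean of the medians at single ages. Over the ages, camera (preset correlation 0.01) and fry were run in the edgeR fits, and camera also with an estimated correlation. Their p-values were adjusted over the 5 lists by the Benjamini-Hochberg method. In a check on simulated lists, 7 of 100 unshifted lists fell outside the central 95% and 96 of 100 shifted lists fell above it.

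Peaks were compared with bedtools 2.31.1, where an overlap of 1 bp counted as shared. Alternatives were an overlap of 50% of each peak and peaks of at least 500 bp. A peak was typed as promoter if any annotated gene said so, otherwise as distal or intergenic. Medians over fewer than 10 genes were not given. Figures were drawn with matplotlib 3.10.9.

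The lists, markers, tests, thresholds and most alternatives were fixed before the data were examined. Genes were named in the text by a rule of the same date: Spata7, members of the lists, and per fit the 5 highest and 5 lowest fitted changes among called genes with a mean CPM of at least 20 and the same direction at each age. Where fewer than 3 genes passed, the 3 genes each way with the largest median ratio and a mean CPM of at least 50 were named, with no claim of a change. For the slope, a monotone order of the ratio over the ages replaced the same direction. Alternatives chosen after seeing the data were a fit and a share without 1 rod cluster, rods thinned to 5000 reads for the gene count, equal weights for each rod, subtraction of the background, and a Müller fit with all 6 libraries. Other alternatives were RLE scaling, genes with at least 1 count, no age term, each age left out in turn, at least 1000 detected genes per well, all deposited wells, list genes among the variable genes, Leiden resolution 2, typing by the highest marker score, and CPM without phototransduction and mitochondrial genes. Differential accessibility per cell and the raw reads were not analysed here, and 1 gene of the fixed lists is not reported here by itself.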

Results

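Single-cell RNA libraries of the retina were compared between WT and Spata7 KO mice at 1, 3 and 6 months, along the time course of photoreceptor degeneration that the series set out to describe. There was 1 library per genotype and age, so no value at a single age has replicates. The library labelled WT 1 month held 718 wells and 182310499 reads, and KO 1 month held 792 wells and 26561299 reads. WT 3 months held 216 wells and 12356586 reads, and KO 3 months held 797 wells and 55035331 reads. WT 6 months held 347 wells and 23986485 reads, and KO 6 months held 877 wells and 124981472 reads. The median reads per well were 189067, 44421 and 51234 in the WT libraries and 25602.5, 53163 and 114008 in the KO libraries, in order of age. The highest median was 7.38 times the lowest. The ATAC libraries were 1 WT library at 7 months and 1 KO library at 6 months, given as lists of 56797 and 91130 peaks. Their sequencing depth is unknown.

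The chip positions in the well names differed between the ages. WT and KO wells shared 0 positions at 3 months, where 33.2 would be shared if the positions were independent, and 0 at 6 months against 58.7. At 1 month they shared 112 positions against 109.7. WT 3 months and WT 6 months also shared 0 positions, against 14.5, so a count of 0 does not identify a common chip by itself. The labels name no batch, and at each age genotype and preparation cannot be told apart.

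The targeted gene was measured first, over all cells of each library. Spata7 had 26.1 CPM (95% Poisson interval 25.3 to 26.8; 4752 reads) in the library labelled WT 1 month and 4.07 CPM (3.34 to 4.91; 108 reads) in KO 1 month. At 3 months it had 20.2 CPM (17.7 to 22.8) in WT and 1.38 CPM (1.09 to 1.73) in KO. At 6 months it had 32.2 CPM (30.0 to 34.5) in WT and 3.59 CPM (3.26 to 3.93) in KO. The WT level was 6.41, 14.6 and 8.97 times the KO level at 1, 3 and 6 months, and the mean log2 ratio over the ages was −3.24. In rod-like cells alone the WT level was 20.3, 10.0 and 2.39 times the KO level and the mean log2 ratio was −2.97. The reads over all cells came from 29, 7 and 20 cells in WT and 7, 4 and 11 in KO. Those in rods came from 7, 5 and 7 rods in WT and 4, 1 and 8 in KO. With so few cells the intervals understate the error. Spata7 was therefore lower in KO at each age, as the genotype labels require, and was not at 0 in any KO library.

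All labels give male animals. The library labelled WT 1 month had 0 reads of the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which allows up to 0.0165 CPM, and had 20091 reads of the X-inactivation transcript Xist (110 CPM), in 152 of 718 cells. The other 5 libraries had 149 to 256 CPM of the Y-linked genes. Xist had 0 reads in 4 of these and 23 reads, in 1 cell, in KO 6 months. The reads of this library contradict its sex label, so at 1 month genotype goes together with sex as well as with depth. Both ATAC lists held peaks on chromosome Y, 7 in WT and 18 in KO.

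**Figure D1:**
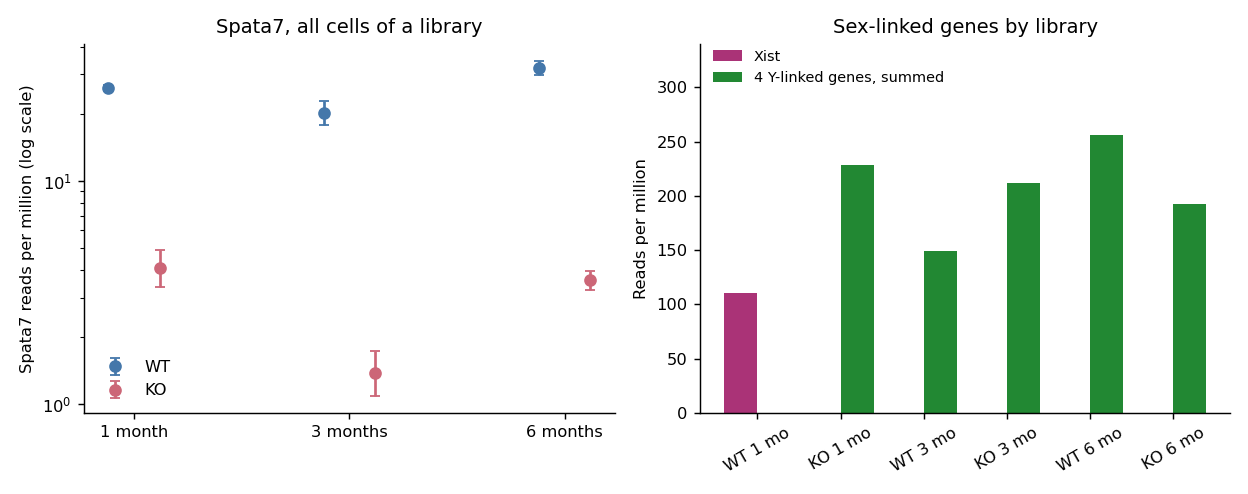
Left, Spata7 in CPM (log scale) over all cells of each library by age, with exact 95% Poisson intervals of 1 library per point. These intervals understate the error, since few cells held the reads. Each KO point lies below the WT point of its age. Right, CPM of Xist and of 4 Y-linked genes summed, by library; Xist was at 110 CPM in the library labelled WT 1 month and at 0.184 CPM or below in the other 5.

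The share of each cell type was compared to ask which types were lost or gained in the mutant. Of the 3746 wells kept, rod-like cells made up 59.9% (exact binomial interval 56.2 to 63.5) in the library labelled WT 1 month and 71.6% (68.3 to 74.7) in KO 1 month. At 3 months they made up 64.4% (57.6 to 70.7) in WT and 49.6% (46.0 to 53.1) in KO, and at 6 months 64.8% (59.6 to 69.9) in WT and 62.2% (58.9 to 65.4) in KO. The KO minus WT difference in rod share was 11.7, −14.8 and −2.63 percentage points at 1, 3 and 6 months, with a mean of −1.91 (exact permutation p 0.75, where 0.25 is the smallest possible). It moved most when each cell was typed by its highest marker score, which gave a mean of −25.0 points and a lower KO share at each age (p 0.25).

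Müller-like cells made up 9.47% in the library labelled WT 1 month and 5.05% in KO 1 month, 4.17% and 14.1% at 3 months, and 3.75% and 6.74% at 6 months. The mean difference was 2.82 points (exact permutation p 0.75). It changed sign to −0.671 when all deposited wells were clustered, which added only 1 well, of KO 6 months. There 50 wells of KO 1 month and 101 of KO 3 months were unnamed. In these libraries 7 and 49 wells were Müller-like, against 40 and 112 in the main setting. The Müller-like class thus depends on the clustering, and the Müller fit was not repeated in that setting. Microglia- or macrophage-like cells had a higher KO share at each age, by 0.793, 0.917 and 0.739 points, with a mean of 0.816 (exact permutation p 0.25, the smallest possible). These shares rest on 7 and 14 cells at 1 month, 1 and 11 at 3 months and 1 and 9 at 6 months, in WT and KO. The mean differences were −0.260 points for bipolar-like, −0.345 for cone-like, −1.57 for amacrine-like, 0.417 for endothelial-like and −0.222 for retinal pigment epithelium-like cells, with exact permutation p-values between 0.5 and 1. Retinal pigment epithelium-like cells were 0 of 347 in WT 6 months, which allows a share of up to 0.865%. The 7 classes and rods form a family of 8 comparisons, none of which could pass a threshold of 0.05 in this design.

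**Figure D2:**
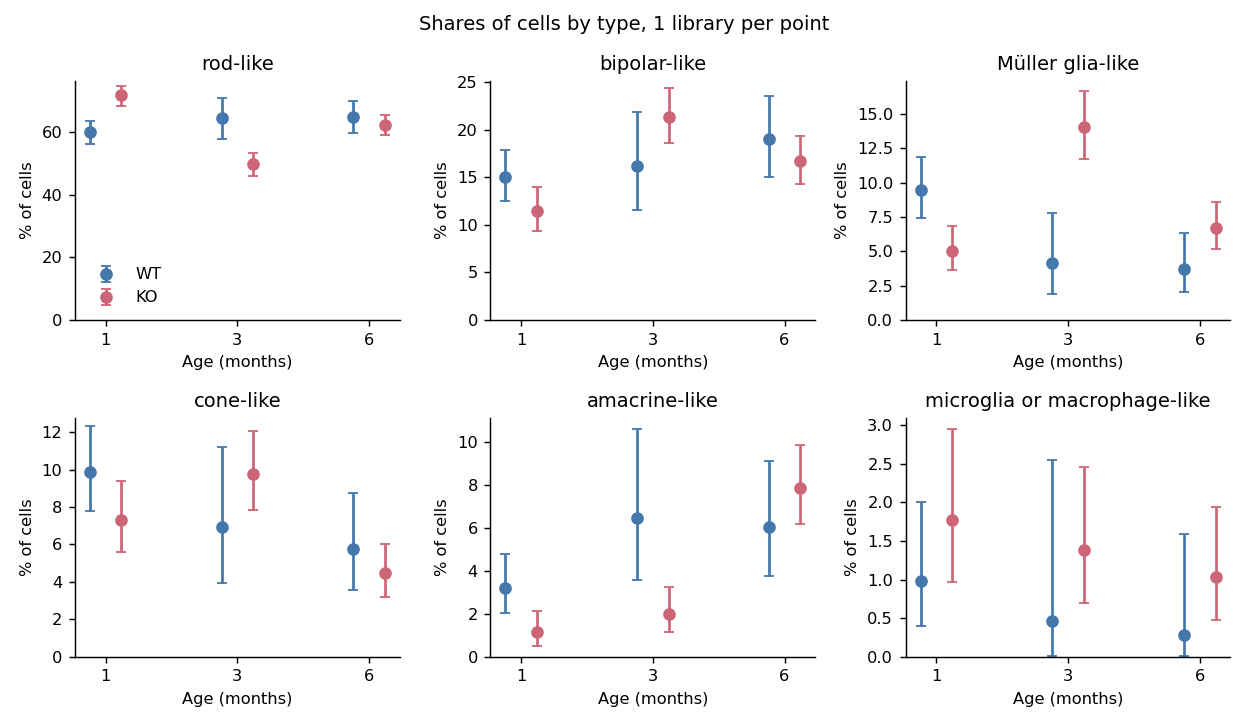
Percentage of cells of 6 classes by age (months) in WT and KO, 1 library per point, with exact 95% binomial intervals that cover counting error only. The rod-like share was higher in KO at 1 month (71.6% against 59.9%) and lower at 3 months (49.6% against 64.4%), and the microglia- or macrophage-like share was higher in KO at each age with overlapping intervals.

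The 4 clusters named rod-like were spread unevenly over the libraries. A cluster of 731 cells held 376 of the 567 rod-like cells of KO 1 month and 242 of the 395 of KO 3 months. It held 8 and 18 cells of the WT libraries of those ages. Edn2 was its leading gene against all other cells, although Edn2 was kept out of the clustering. In this cluster 20 rod markers were detected, but its 10 leading genes held 0 rod markers in either comparison. It was named rod-like because they also held 0 markers of another class. No alternative left this cluster out. A cluster of 639 cells held 391 cells of the library labelled WT 1 month and 3 of KO 6 months. A cluster of 641 cells had Sncg and Nefm, both ganglion cell markers, and no rod marker among its 10 leading genes against all other cells, but 3 rod markers and no ganglion marker among those against other classes. It held 433 of the 545 rod-like cells of KO 6 months and 0 cells of the library labelled WT 1 month. Without it, rods made up 42.7% of WT 6 months and 12.8% of KO 6 months, so the rod share at 6 months depends on how this cluster is named.

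Wells of 1 type held transcripts of others. The median level of rod markers in bipolar-, Müller- and amacrine-like cells was 21.7, 32.9 and 37.2% of the level in all cells in the WT libraries of 1, 3 and 6 months, and 54.6, 62.9 and 50.3% in the KO libraries. This share also rises where the rod level of all cells is lower, as in KO at 3 months. The summed CPM of rod markers itself was higher in KO bipolar-like cells at 1 month (log2 ratio 1.73) and differed little at 3 and 6 months (0.11 and −0.06), and in Müller-like cells the ratios were 1.87, 0.12 and −0.18. The summed CPM of 16 Müller markers in rod-like cells was 1527, 3179.5 and 4857 in WT and 13465, 15350 and 8565 in KO. In bipolar-like cells it was 826, 2155 and 1750.5 in WT and 8622, 11168 and 7509 in KO. In amacrine-like cells Müller markers were higher in KO at 1 and 3 months and lower at 6 months (log2 ratio −1.01). Apoe, 1 of these markers, had 721, 1245 and 1929 CPM in WT rods and 5079, 6188 and 3074 CPM in KO rods. At least 3 markers of 1 other type were detected in 93.0, 71.2 and 85.3% of WT rods and in 99.6, 99.7 and 99.8% of KO rods, so leaving such wells out kept 2, 1 and 1 KO rods.

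**Figure D3:**
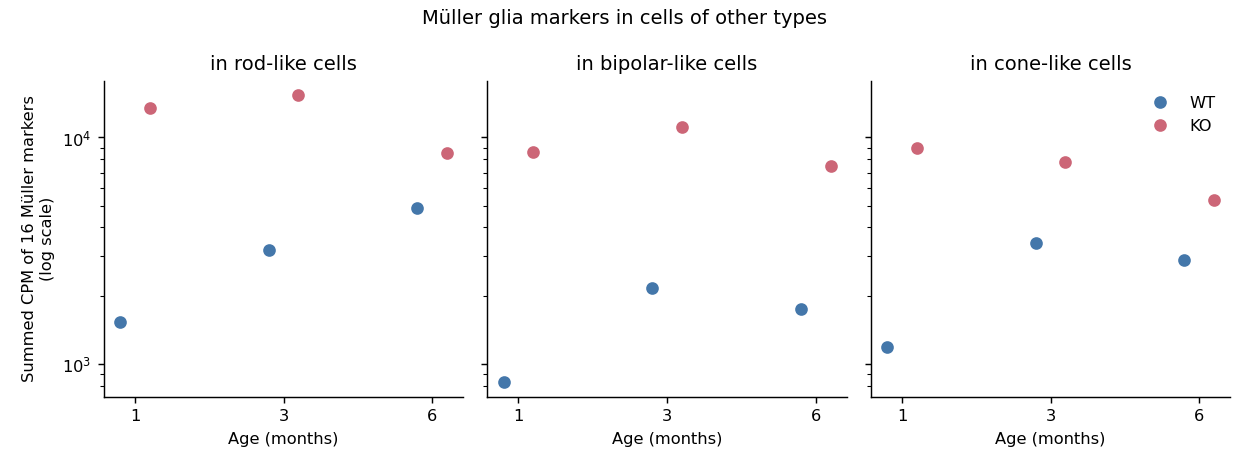
Summed CPM (log scale) of 16 Müller glia markers in rod-like, bipolar-like and cone-like cells by age (months), 1 library per point. The KO point was above the WT point at each age in each of the 3 classes, for example 8622 against 826 CPM in bipolar-like cells at 1 month.

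Genes that differed between genotypes in rods over the ages were sought with reads summed per library. The median reads per rod were 130514, 38629 and 46143 in WT and 24067, 43415 and 97242 in KO. With rods thinned to 5000 reads, the median number of detected genes was 449, 485 and 717 in WT and 703.5, 662 and 956 in KO. edgeR called 0 of 14631 genes at a false discovery rate of 0.05, while 1635 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.0519. DESeq2 called 1097 genes, 898 higher and 199 lower in KO, and this alternative moved the count most. Without 1 month edgeR again called 0 genes, without 3 months 74 and without 6 months 124. The genes with the largest median ratio and the same direction at each age, given with no claim of a change, were Nupr1 (fitted log2 change 3.68), Tgfb2 (2.64) and S100a16 (2.66) among those higher in KO. Those lower in KO were Cdyl (−2.36), Gm14508 (−2.99) and 1600014C23Rik (−2.74). Their edgeR adjusted p-values were 0.0625 for Nupr1 and 1600014C23Rik and between 0.0878 and 0.275 for the other 4. Nupr1 was also higher in KO bipolar-like cells.

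A change of the genotype effect with age was tested as a slope per month. edgeR called 0 of 14631 genes, with 412 at an unadjusted p under 0.05, and DESeq2 called 35. The genes with the largest ratios in monotone order over the ages, given with no claim of a change, were Arl4d (1.11 log2 units per month), Sephs2 (0.86) and Pfn1 (0.83), and in the other direction Eif2s3y (−1.74), Ddx3y (−1.07) and Gpr37 (−1.04). Each had an edgeR adjusted p of 1. Eif2s3y and Ddx3y are the Y-linked genes with 0 reads in the library labelled WT 1 month, so their order over age rests on that library.

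The phototransduction list was compared because it covers the function of rods. The median log2 ratio of all genes in rods was 0.55, 0.57 and 0.15 at 1, 3 and 6 months. The median of the 22 phototransduction genes was −0.43, −0.79 and −0.50. Random lists of matched expression had medians of −0.11, −0.20 and 0.02, and the list was at percentiles 2.11, 0 and 0 of them, and its mean over the ages was −0.55. Of the 22 genes, 16, 22 and 20 were lower in KO at 1, 3 and 6 months. Over the ages all 22 fitted changes were below 0. The camera test with its preset correlation gave an adjusted p of 1.28e-19, from 9.66e-22 to 0.610 over its alternatives, where 0.610 belongs to the few wells without markers of another type. This call did not hold under fry (adjusted p 0.0982) or under camera with the estimated correlation of 0.492 (0.235). For the list, edgeR called 0 genes over all genes tested and 15 adjusted over the list alone. Gnat1 had a fitted log2 change of −1.13 and was lower in KO at the 3 ages. Its edgeR adjusted p was 0.333, with a range over its alternatives from 0.00212 (DESeq2) to 0.870 (without 3 months). Sag had log2 ratios of 1.09, −0.23 and 0.10 at 1, 3 and 6 months, and its fitted change was −0.03 with a sign that differed between settings. For the 10 rod markers outside the list, the median of each gene's ratio averaged over the ages was −0.52. This was close to that of the list, so the decrease was not specific to phototransduction. The list's median stayed below 0 at each age with CPM taken without phototransduction and mitochondrial genes (mean −0.61) and moved most in the wells without markers of another type (−1.40, where all genes had −2.70 and the list was at percentile 52.0).

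Markers of other retinal types were higher in KO rods. The median of the 38 genes used of 40 was 2.48, 1.39 and 0.90 at 1, 3 and 6 months, each at percentile 100, and 36, 32 and 35 genes were higher in KO. The camera adjusted p was 2.66e-11, while fry gave 0.0982 and the estimated correlation 0.142. Without the rod cluster led by ganglion markers, an alternative chosen after seeing the data, fry (0.00872) and the estimated correlation (0.0492) passed the threshold too. In the main setting edgeR called 0 of these genes over all genes and 18 adjusted over the list alone. Over the alternatives the count over all genes went from 0 to 14 (thinned rods). It was 7 without the cluster led by ganglion markers and 0 without 1 month. Müller markers were higher in KO bipolar-like and cone-like cells too. In the wells without 3 markers of another type, where 2, 1 and 1 KO rods were left, the mean over the ages went from 1.72 to −1.99. That filter removes wells by these markers, and the median of all genes there was −2.70, so no direction can be drawn from it.

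The chromatin regulator list was compared because the series title names epigenetic adaptation. Its median over 42 genes was 0.43, 0.52 and 0.23, at percentiles 54.5, 69.2 and 89.9, and its mean over the ages of 0.49 was at percentile 88.1, close to the shift of all genes. Its median and mean (0.58) were above 0 while camera pointed down (adjusted p 0.284) and fry up (0.690). No chromatin gene was called over all genes by edgeR, and 1 was called adjusted over the list alone. The stress list of 15 genes had medians of −0.19, −0.03 and 0.18, at percentiles 2.25, 20.9 and 65.7. Its mean over the ages was 0.06 at percentile 12.1, the mean over its genes was 0.56, and camera pointed down (adjusted p 0.298) while fry pointed up (0.690). edgeR called 0 stress genes over all genes and 1, Edn2, adjusted over the list alone.

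**Figure D4:**
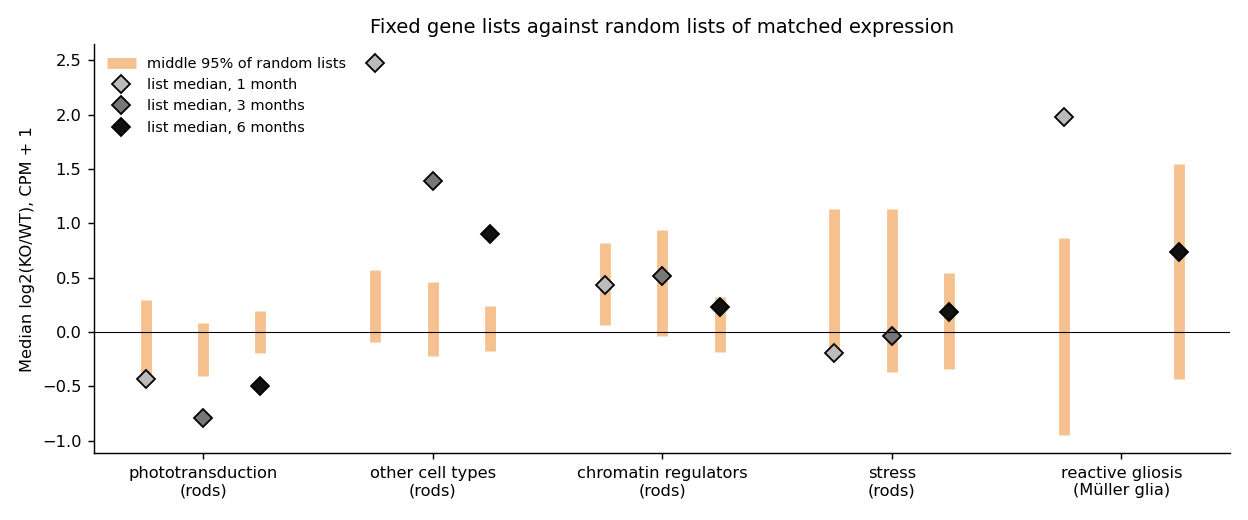
Median log2(KO/WT) of each fixed gene list by age (diamonds) and the middle 95% of 10000 random lists of matched expression (bars), in rod-like cells or, for reactive gliosis, in Müller-like cells at 1 and 6 months. The phototransduction medians were −0.43, −0.79 and −0.50 and those of the other cell types' markers 2.48, 1.39 and 0.90, each outside its bar; the latter have a mean of −1.99 in the few wells without markers of another type.

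Edn2 (endothelin 2) had 159, 38.1 and 30.7 CPM in KO rods at 1, 3 and 6 months, against 9.25 CPM in rods of the library labelled WT 1 month, 0 in WT 3 months and 0.640 in WT 6 months. Its fitted log2 change was 5.35 (SE 0.98, edgeR adjusted p 0.0519, from 8.53e-08 with DESeq2 to 0.917 over its alternatives), higher in KO at the 3 ages. It was detected in 111 of 567, 36 of 395 and 75 of 545 KO rods (19.6, 9.11 and 13.8%) and in 3, 0 and 1 WT rods. In KO bipolar-, Müller- and amacrine-like cells, taken as types that should lack it, it was detected in 4.29, 6.71 and 7.30%. The median reads per cell were 24067, 43415 and 97242 in these rods and 31255, 68039 and 138056 in the other types. Over the 3 KO libraries the shares were 14.7% (13.0 to 16.6) in rods, 6.46% (4.77 to 8.52) in the other types and 10.9% (6.66 to 16.4) in cone-like cells.

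Müller-like cells were compared because glia respond to degeneration. WT 3 months had 9 such cells and was left out, which left 5 libraries and 1 residual degree of freedom. The edgeR p-values of this fit thus rest mainly on the spread shared over the genes. edgeR called 3 of 14733 genes, all higher in KO, with 148 at an unadjusted p under 0.05, and DESeq2 called 396, including these 3. Without an age term edgeR called 0. A2m had 0 reads in the 2 WT libraries and 806, 17.8 and 32.8 CPM in KO, at least 862-fold higher over the group against a floor of 3 reads (edgeR adjusted p 3.38e-05). The bound rests on the library labelled WT 1 month, and against WT 6 months alone it was at least 26.3-fold with KO pooled over the ages and at least 12.0-fold with KO 6 months alone. Serpina3n had a fitted log2 change of 9.31 (SE 1.93, edgeR adjusted p 0.0104) on 23 WT reads, and C4b of 6.82 (SE 1.47, 0.0162), and both were higher in KO at 1 and 6 months. All 3 belong to the fixed reactive gliosis list of 18 genes. The list's median was 1.98 at 1 month (percentile 99.99) and 0.74 at 6 months (percentile 80.6). The median of each gene's ratio averaged over these ages was 0.88 (percentile 95.8), which 1 month decides. Camera gave an adjusted p of 0.00865, from 4.02e-05 to 0.109 over its alternatives, and the call did not hold under fry (0.294) or the estimated correlation (0.464), while with typing by the highest marker score fry passed the threshold (0.00876) and camera did not. edgeR called 3 list genes over all genes and 4 adjusted over the list alone. The summed CPM of the list was 2401 and 5696 in WT and KO at 1 month, but 2513 and 2481 at 6 months, sums of which Cp made up 1451 and 1055 at 6 months.

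Bipolar-like cells, the partners of rods, served as a comparison type. edgeR called 9 of 13214 genes, 8 higher and 1 lower in KO, with 553 at an unadjusted p under 0.05, and DESeq2 called 306, including these 9. Without 3 months edgeR called 0 genes, without 1 month 20 and without 6 months 18, and without an age term it called 1. The 5 highest were Nupr1 (fitted log2 change 5.49, SE 1.07, adjusted p 0.0281), Kdr (5.43, 0.90, 0.00504), Rlbp1 (3.26, 0.49, 0.00129), Apoe (3.01, 0.40, 0.000224) and Spc25 (2.87, 0.56, 0.0281), each higher in KO at the 3 ages. Ccl27a was lower at the 3 ages (−8.37, SE 1.60, adjusted p 0.0281), with 53.1, 231 and 163 CPM in WT and 11.4, 0 and 0.241 CPM in KO. All 8 genes higher in KO, which also include Glul, Clu and Dkk3, were higher in Müller-like than in bipolar-like cells of the 3 KO libraries, and 6 of the 8 are on the Müller marker list.

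Accessible regions were compared between WT at 7 months and KO at 6 months, to set chromatin beside expression. The WT list covered 50.2 Mb with a median peak length of 535 bp, and the KO list covered 72.9 Mb with 508 bp, so KO had 1.60 times the peaks and 1.45 times the covered length. Of the WT peaks 94.1% overlapped a KO peak, and of the KO peaks 57.7% overlapped a WT peak. Requiring an overlap of 50% of each peak moved these shares most, to 74.1 and 46.2%. Promoter peaks were shared in 99.7% (WT) and 89.7% (KO), distal peaks in 92.5 and 54.1%, and intergenic peaks in 96.8 and 21.5%. Peaks of the KO list alone had a median length of 354 bp against 760 bp for its shared peaks.

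The 22 phototransduction genes had 238 WT and 212 KO peaks, a ratio of 0.891 at percentile 0.09 of random lists, while all 13495 expressed genes had a ratio of 1.47. Of these genes 7 had more and 8 had fewer peaks in KO, and Abca4 alone went from 55 to 37. Their promoter peaks numbered 26 in both lists. The markers of other types had 182 and 364 peaks (ratio 2, percentile 100), the chromatin regulators 245 and 305 (1.24, percentile 8.73), the stress genes 52 and 67 (1.29, percentile 35.5) and the gliosis genes 46 and 79 (1.72, percentile 81.4). For promoter peaks alone, the markers of other types had 30 and 47 (1.57) and the gliosis genes 8 and 15 (1.88), both at percentile 100. The Edn2 promoter peak spanned 677 bp in WT (chromosome 4, 120161006 to 120161683) and 6132 bp in KO (120157472 to 120163604). The WT list had a promoter peak at Spata7 (chromosome 12, 98627708 to 98628939) and the KO list had none, a comparison chosen after its values were seen.

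Genes with promoter peaks in the KO list, none of which overlapped any WT peak, numbered 1126, of which 431 were expressed in rods, at a median of 3.87 CPM. Their median log2 ratio in rods at 6 months was 0.94, at percentile 100 of random lists (middle 95% 0.16 to 0.45). The WT list had 14 such genes, whose promoter peaks overlapped no KO peak, of which 5 were expressed, too few for a median. With an overlap of 50% of each peak required, the median was 0.87 for 1218 genes of the KO list and 0.78 for 734 genes of the WT list, both at percentile 100, so the higher ratio was not tied to the KO list. Genes are not independent replicates, and the WT libraries of the 2 assays differ by 1 month in age.

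**Figure D5:**
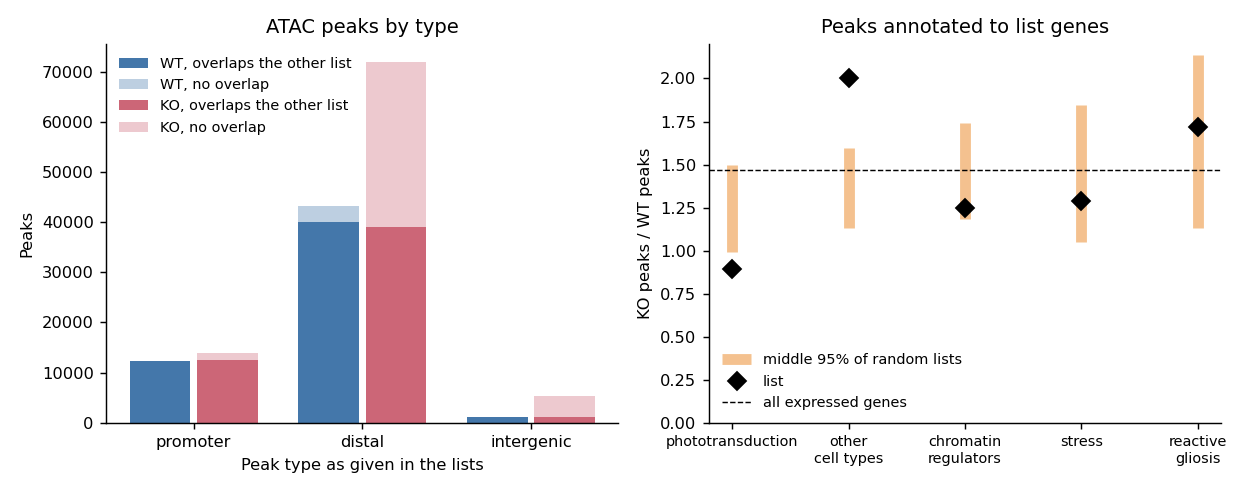
Left, number of ATAC peaks by type in the WT and KO lists, with the part that overlaps the other list in dark shade; KO distal peaks overlapped in 54.1% and WT distal peaks in 92.5%. Right, ratio of KO to WT peaks annotated to each list's genes (diamonds), the middle 95% of random lists (bars) and the ratio of all expressed genes, 1.47 (dashed line); phototransduction genes had 0.891 and other cell types' markers 2.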

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

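The tests of the sex-linked reads, of uneven yield and of the members of the stress list, and the rod share without 1 cluster, were chosen only after the results were seen. The tests of cell typing were planned.

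The reads of Xist stood out because they were not part of any comparison between genotypes. The library labelled WT 1 month, a male per its label, had 20091 Xist reads, where the limit of a count of 0 is 3 reads. It had 0 reads of the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. A swap with another library of the series is argued against by the other 5 libraries, which each had Y-linked reads at 149 CPM or more, and by Spata7, which was at a WT level in this library and at a KO level in each KO library. Xist reads spread over 152 of 718 cells with 0 Y-linked reads are consistent with a female animal in that library, against its sex label, and a wrong label or a sample from outside the series stay open. No cell held reads of both kinds in any library, and KO 6 months had 23 Xist reads in 1 cell. Differences at 1 month may therefore include a difference between sexes, which was not tested.

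The KO minus WT difference in rod share pointed opposite ways between ages: 11.7 points at 1 month, −14.8 at 3 months and −2.63 at 6 months. The Müller share differed by −4.42 points at 1 month, 9.89 at 3 months and 2.99 at 6 months. With 1 library per genotype and age, neither difference between ages was tested. Cell typing by clusters could shape these values. Of 4 other typings and filters, 3 gave the same signs at 1 and 3 months for rods and 3 did so for Müller glia, and the exception in both was the highest marker score, under which the rod share was lower in KO at each age and the Müller share higher. That score counts the markers of other types, which were higher in KO wells of several classes, so typing and biology cannot be told apart here. Without the rod-like cluster led by ganglion markers, the rod differences were 4.63, −21.3 and −29.9 points, which keeps the signs at 1 and 3 months. Uneven yield of cell types between preparations might give rod and Müller shares that go opposite ways with no order over age. The rod difference at 6 months of −2.63 lies between those at 1 and 3 months, but a single preparation per group keeps uneven yield open, together with sex and depth at 1 month. A loss of rods that starts after 1 month stays open as a biological explanation and was not tested.

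The stress list pointed down in KO rods at 1 month (median −0.19) and up at 6 months (0.18), with −0.03 at 3 months. The difference between ages was not tested. Members that go both ways in a short list could give such a change by themselves. Of the 15 members 7 were higher in KO at 1 month and 8 at 6 months, a net change of 1 member. Hsp90b1, Atf4 and Ddit3 went from higher to lower in KO, and Hspa5, Calr, Xbp1 and Dnajb9 from lower to higher. A median over members that go both ways decides nothing, and a biological change with age was not tested beyond these values.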

How the results depend on the processing

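The fit and share without the rod cluster led by ganglion markers, the thinned rods (for the gene count), the equal weights for each rod, the subtraction of the background and the Müller fit with all 6 libraries were alternatives chosen after seeing the data. No paired analysis was possible because the labels name no replicates or pairs, beyond the age on which the fits and the share test were already blocked. The fits with no age term are their unblocked alternative. Where a result changed, the cause was not tested unless stated.

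Spata7 stayed lower in KO in rod-like cells alone (−2.97 against −3.24). Of the 14 alternatives each, 13 kept the result for the phototransduction list, 13 for the markers of other types and 13 for the chromatin regulators. For the stress list 11 kept it. A kept result had the same direction and the same side of the camera threshold. Camera was not run with equal weights for each rod or with the background subtracted. There only the direction and the size of the shift were judged. The chromatin and stress lists were past no threshold in the main setting, so a kept side says little there. Endothelial- and microglia- or macrophage-like shares kept their direction in all 4 alternatives, in a design that cannot pass a threshold of 0.05.

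Leaving out wells with 3 or more markers of another type changed all 4 rod lists, and kept 2, 1 and 1 KO rods, so few cells carry these values. The median of all genes was −2.70 in that setting. The phototransduction median became −1.40 and was no longer past the camera threshold. The other types' markers, by which the filter chose the wells, went to −1.99 (at 3 months to −2.59 and at 6 months to −2.88), which a filter on them brings about. Against random lists they were at percentile 99.1 over the ages but at 84.7, 96.4 and 89.6 at single ages, and camera pointed up (adjusted p 0.0130, from 2.01e-25 over the alternatives) while fry pointed down (0.106) and the estimated correlation gave 0.514, so no direction can be drawn from them. Relative to 0, chromatin regulators went to −3.31 and the stress list to −3.36. The stress list also reversed to −0.0029 with CPM taken without phototransduction and mitochondrial genes.

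Mean share differences reversed in 6 cases. Typing by the highest marker score gave 3.52 points for amacrine-like, 1.00 for bipolar-like, 2.83 for cone-like and 1.41 for retinal pigment epithelium-like cells. Clustering all deposited wells, 1 more than in the main setting, gave −0.671 for Müller-like cells, with 101 wells of KO 3 months unnamed. Wells with at least 1000 detected genes gave 7.71 for rods. The main values had exact permutation p-values of 0.5 to 1, so their direction was not established.

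The count of rod genes, 0 with edgeR and TMM, was 11 with RLE scaling, 127 with genes of at least 1 count and 1097 with DESeq2. It was 18 with list genes among the variable genes, 5 with the highest marker score, 2 without wells with other markers, 67 without the rod cluster led by ganglion markers, 100 with thinned rods and 60 with equal weights in limma. It stayed at 0 with no age term, with at least 1000 detected genes, with all deposited wells and at Leiden resolution 2. The count for the slope, 0, became 13 with genes of at least 1 count and 35 with DESeq2, and stayed at 0 with RLE scaling and with log2 of age. The 9 bipolar genes became 12 with RLE scaling, 19 with genes of at least 1 count and 306 with DESeq2, each of which includes the 9, and 1 without an age term. The 3 Müller genes became 396 with DESeq2 and 0 without an age term, and were called again with RLE scaling, with genes of at least 1 count and, among 4 genes, with all 6 libraries.

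Leaving out each age in turn gave 0 to 124 rod genes, 0 to 20 bipolar genes, −0.67 to −0.43 for phototransduction, 1.35 to 1.80 for the other types' markers, 0.31 to 0.53 for the chromatin regulators, −0.088 to 0.50 for the stress list and 0.74 to 1.98 for reactive gliosis, whose value without 6 months is that of 1 month alone. With 1 age left out of 3, the rod and bipolar fits had 1 residual degree of freedom. The Müller fit without 1 or 6 months had none and was not run. Without 3 months it called 3 genes again, which the design fixes, since WT 3 months was already left out and KO 3 months alone carries no genotype difference. Typing by the highest marker score gave a gliosis median of 1.03 that was no longer past the camera threshold (adjusted p 0.109) but passed it under fry (0.00876).

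The ratio of KO to WT peaks was 1.52 for peaks of at least 500 bp. The WT share of shared peaks was 74.1% with an overlap of 50% of each peak and 94.4% for peaks of at least 500 bp, and the KO share 46.2% and 61.5%. The ratio at phototransduction genes was 1 for promoter peaks only. The median rod ratio of genes whose KO promoter peaks overlapped no WT peak was 0.87 and 0.97 under its 2 alternatives. For the genes of the WT list chosen in the same way, no value could be had in the main setting or at a mean CPM of at least 20, since 5 and 0 genes were left.

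Under alternatives there were 247 values for 26 pairs of a single gene and a fit, with Nupr1 in both the rod and the bipolar fit. Of these values 180 kept direction and side of the threshold, 51 were newly past it, 16 were no longer past it and 0 called values reversed. A change of sign was seen in 6 values of genes past no threshold. Depth limits these results through the 7.38-fold range of median reads per well and through few cells: 9 and 13 Müller-like cells in WT 3 and 6 months, and 1 microglia- or macrophage-like cell in each of these libraries.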

Other observations

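The tests of the markers of other types, of Edn2, of the source of the bipolar genes and of the gliosis increase at 1 month were chosen only after the results were seen, as were the subtraction of the background as an alternative and the fit without 1 rod cluster. The other tests were planned.

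Other splits of the 6 libraries were fitted in the same way. All 10 splits gave at least the 0 rod genes of the real split, up to 58, and all 10 gave at least the 0 slope genes, up to 77, an outcome that a real count of 0 fixes in advance. For bipolar-like cells, 5 of the 10 splits gave at least the 9 genes of the real split, up to 373. With age as a factor, 6 of the 9 other splits of the rod and bipolar fits reduce to the WT and KO difference at 1 age, so they are not free of genotype, and those with 58 and 373 genes are the difference at 3 months. The 3 splits that mix the genotypes at each age gave 0 rod genes each, with 270, 190 and 128 at an unadjusted p under 0.05 against 1635 in the real split. In bipolar-like cells they gave 1, 0 and 0 genes against 9. A share of splits below 0.1 is not possible with 3 libraries against 3.

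The lower phototransduction list in KO rods was set against 3 technical explanations. Different chips at 1 month alone are argued against by the median of −0.67 over 3 and 6 months. Differences between preparations at each age stay open. An equal dilution of all rod transcripts would give close medians inside and outside the list. The 10 rod markers outside it had −0.52 over the ages against −0.55 for the list, although at 3 months the list was lower (−0.79 against −0.56). Close medians do not show that each gene moved alike. At 1 month the 22 list genes ranged from −1.70 (Pde6g) to 1.09 (Sag), with 6 higher in KO, while at 3 months all 22 were lower. An equal dilution therefore stays open and was not shown. More RNA from other cells in the KO wells could produce such a dilution. With the pool of each library subtracted at its mixing share, the median was −0.38 and below 0 at each age, but this rests on an assumed profile of the background, so it cannot be told apart from a lower expression of rod genes. Without the rod cluster led by ganglion markers, fry (adjusted p 0.00872) and camera with an estimated correlation (0.0492) passed the threshold for this list, as they did for the markers of other types. A biological decrease of rod transcripts in the mutant stays open.

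The markers of other types in KO rods may come from other cells in the same wells. Müller markers were higher in KO bipolar-like cells by 2.62 on the log2 scale over the ages (2.10 to 3.38), in cone-like cells by 1.67 and in rods by 2.08, as more RNA from other cells would give. Amacrine-like cells had 0.99 with a range from −1.01 to 2.81. Apoe reached 5079 CPM in rods and 26821 CPM in Müller-like cells of KO 1 month. After subtraction of the pool at its mixing share the list's median in rods was 2.08, against 1.72 without it. It was 3.99, 1.05 and 1.34 at 1, 3 and 6 months. The subtraction sets values below 0 to 0. In rods of the library labelled WT 1 month, summed Müller markers were at 7.28% of the level in all cells, below the mixing share of 21.7%. In KO 1 month they were at 93.2%, above the share of 54.6%. Removing more than is there in WT raises the ratio by itself, so this value does not argue against a background. That subtraction rests on an assumed profile, so a rise of such transcripts within rods stays open.

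The 8 genes called higher in KO bipolar-like cells may have the same source, more RNA from other cells in the KO wells: 8 of 8 were higher in Müller-like than in bipolar-like cells of the 3 KO libraries, and 6 are Müller markers. Ccl27a, the gene called lower, is not covered by this explanation.

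Edn2 reads in KO rods are not explained by reads from other cells alone. Over the KO libraries 6.46% of bipolar-, Müller- and amacrine-like cells held Edn2 reads against 14.7% of rods, although rods were sequenced less deeply, and the Edn2 CPM was higher in rods at the 3 ages. Cone-like cells (10.9%) were not separated from rods by their intervals, and the shares at 3 months (9.11 and 6.71%) were closer than at 1 month (19.6 and 4.29%). An induction of Edn2 in KO photoreceptors is a candidate explanation, with 1 library per genotype and age and an edgeR adjusted p of 0.0519. Over its 16 alternatives the fitted log2 change was 1.40 to 6.97 and the adjusted p 8.53e-08 (DESeq2) to 0.917 (without wells with other markers), past the threshold in 9. Without 1 month it was 0.849.

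The source of the higher gliosis list in KO Müller-like cells was settled in part. Its summed CPM in KO Müller-like cells was at least 3.45 times that in the higher of rods and bipolar-like cells in each KO library, but Müller-like cells held far more of it in WT too (2401 CPM against 57.7 in rods and 60.2 in bipolar-like cells in the library labelled WT 1 month), so this ratio does not show where the increase came from. RNA of rods or bipolar-like cells is argued against as the source of the increase at 1 month, since the rise of the sum by 3295 CPM was 3.44 times the whole KO level of the list in rods (958 CPM, against 661 in bipolar-like cells). RNA of other types, the sex and preparation of the library labelled WT 1 month, and a reaction of Müller glia stay open, and at 6 months the sum did not rise.

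The larger number of KO peaks could come from deeper sampling of the KO library. In line with that, 94.1% of WT peaks overlapped a KO peak and peaks of the KO list alone were shorter (354 against 760 bp), but the lists give no depth or height, so depth and a wider opening of chromatin in the mutant cannot be told apart. At markers of other types, a larger share of those cells in the KO library might raise the number of peaks. The markers of bipolar (2.46), Müller (1.90), amacrine (1.82) and ganglion (2.35) cells and of endothelial cells (2) gained more peaks than all genes (1.47), and rod markers did not (1.07). Those of cones (1.48), microglia (1.46) and retinal pigment epithelium (1.46) stayed close to all genes, against a like gain of every other type, and horizontal cell markers had the lowest ratio of the other neurons, 1.39 on 31 and 43 peaks. These counts are too few to decide, and the difference of 1 month in age stays open.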
